A study of Mus musculus with 4 samples. Its data were reported in "Seizure evolution in a mouse model of West syndrome involves complex and time-dependent synapse remodeling, gliosis and alterations in lipid metabolism" (2025).

How the data were processed

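Nuclei were isolated from the frozen hippocampi of 2 WT and 2 KI mice, 1 library per mouse, with a droplet method that reads the 3' ends of transcripts. Per the file headers, the authors made the deposited matrices with Cell Ranger 7.0.1. Each deposited value is a raw UMI count per gene and nucleus barcode, not normalized, and holds only barcodes that the program called as nuclei. The genome build, the annotation and the use of intronic reads were not stated, so gene symbols and IDs were taken from the files. Positions are those of GENCODE M21 on GRCm38, which held 32158 of the 32285 gene IDs. Groups and replicate numbers came from the GEO titles. The allele of KI replicate 2 reads R88C in its treatment label and R87C in its protocol, and it was kept in the KI group given by its genotype. The age of the mice was not used here.

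Barcodes with at least 500 genes and under 5% mitochondrial UMIs were kept, which removed 345 barcodes. Doublets were scored in each library by simulation with Scrublet as implemented in scanpy 1.11.5 (expected rate 0.08). Its automatic threshold failed in KI replicate 2, where it marked 0 barcodes, so a common maximum score of 0.25 was set after the scores had been seen. It removed 3315 barcodes (6.00%) and left 51980 nuclei.

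Counts were scaled to 10000 per nucleus and log-transformed. The 2000 most variable genes were reduced to 30 principal components, and nuclei were clustered with leidenalg 0.10.2 on 20 neighbours at a resolution of 0.5, without correction between libraries. Names came from 19 marker lists fixed before the data were examined. A cluster was named when at least 3 markers of a class were raised by at least 2 times and its leading genes did not go against the name. Further limits were set after the clusters had been seen: a cluster stayed unnamed with a median doublet score above 0.15, or when a second class had 90% of its markers raised. The 8 unnamed clusters held 1921 and 1499 nuclei of WT replicates 1 and 2, and 1634 and 3056 of KI replicates 1 and 2. Cell names were rebuilt here and can differ from those of the study.

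Raw counts were summed per library over all nuclei and over each class with at least 20 nuclei in every library. KI was compared with WT by edgeR 4.0.16 (R 4.3.3) with its low-count filter, TMM factors and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes of a class and a threshold of 0.05. Nuclei were not used as replicates, unlike in a test of single nuclei. Each SE given is the absolute log2 value over the square root of the F statistic of the edgeR test, and not a spread between libraries. CPM values are raw counts over the library's sum for that class. For all nuclei, up to 5 genes per direction were named, and for each class up to 2: those with the largest log2 fold change among genes with an adjusted p below 0.05, a mean of at least 10 CPM and both KI libraries on the same side of both WT libraries. This rule and a list of 17 genes, Cyfip2 and genes that the study discussed from these libraries, were fixed before the data were examined, as were the tests and gene lists below.

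Shares of nuclei were tested with the same edgeR test on numbers of nuclei, with all nuclei kept as offset and no trend of dispersion, beside an exact two-sided permutation test, whose smallest p here is 0.333. Subclusters of 4 classes were found at a resolution of 0.3 on 20 components after leaving out every gene with an unadjusted p below 0.05 for genotype in that class; the resolution and the number of components were chosen after the data had been seen, before any subcluster was tested, and the limit of 0.05 before the data were examined. Adjustment was over all subclusters of these 4 classes in a setting. Subclusters of DG granule neurons, adjusted on their own, were added later, after clusters of this class had been seen to separate by genotype: with all genes, 1 cluster held 4091 and 3137 WT nuclei and 94 and 565 KI nuclei, and another 187 and 148 WT nuclei and 2361 and 1646 KI nuclei. Single shares have exact (Clopper-Pearson) 95% intervals, and a share of 0 has the limit that 3 counts of the total give.

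Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) on log-CPM, adjusted over all lists and classes: oxidative phosphorylation, cytosolic ribosomal proteins, cholesterol synthesis, lipid transport and storage, reactive astrocyte, disease-associated microglia, homeostatic microglia, immediate early genes, splicing factors and myelin. Camera sets a list against the other genes, so that a shift of all genes by scaling does not enter. Genes picked by the study sit in some lists: Apod, Apoe, Ptgds and Psap among lipid transport, Bdnf and Inhba among immediate early genes, Gfap among reactive astrocyte genes and Apoe among those of disease-associated microglia. Differences of the genotype effect between classes were tested as a class-by-genotype term with the library as a block.

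The tests were tried on simulated data. With genes changed by known amounts, edgeR recovered 77.2% of changed genes over all nuclei, 82.5% in DG granule neurons and 67.7% in astrocytes. It recovered 74.2% in oligodendrocytes and 53.3% in microglia, and called 0 genes in unchanged data. False calls were 8.43% of calls over all nuclei, 6.57% in astrocytes, 4.85% in microglia, 3.42% in oligodendrocytes and 2.44% in DG granule neurons. Recovery was at least 90% for 4-fold changes. For 2-fold changes it ran from 18.1% in microglia to 67.4% in DG granule neurons. The class-by-genotype term recovered 80.8% for astrocytes against oligodendrocytes and 89.5% for CA1 pyramidal against DG granule neurons. These 2 rates cover 4-fold changes only, at a fixed dispersion and with the classes of a library drawn independently. They are not comparable with the rates above and do not give the recovery of smaller differences. Camera recovered the changed list in both classes simulated, and called 1 of 10 lists in unchanged astrocytes.

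Alternatives were DESeq2 1.42.0, its size factors in edgeR, library totals as the scaling, no low-count filter, at least 10 UMIs in every library, the replicate number as a block, no doublet removal, at least 1000 genes or under 1% mitochondrial UMIs per nucleus, leaving out Malat1, Gm26917, Gm42418, mitochondrial, Xist and Y-linked genes, thinning to equal depth, 2 times the clustering resolution, and leaving out each library. With a library left out, log2 changes of genes are differences of mean log-CPM, with a larger count added before the logarithm than in the main fit. This makes changes of low-count genes smaller whichever library is left out. For shares, TMM factors over classes were tried, for subclusters a limit of 0.2 on the genes left out and 2 times the resolution, and for lists fry and an estimated correlation. UMIs per nucleus of single genes were compared over 5 neuron classes of different depth, among genes with at least 10 UMIs in each of these classes in both KI libraries. Astrocytes were also counted without clusters, as nuclei whose mean marker score was highest for the astrocyte list. Analyses of ligand-receptor pairs were not done here. Python 3.11.15 was used for sums, shares and plots.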

Results

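RNA of single nuclei was counted in hippocampi of wild-type (WT) mice and of mice heterozygous for the R87C change in Cyfip2 (Cyfip2+/R87C knock-in, KI), a model of an infantile epilepsy. Each genotype had 2 mice, and each mouse gave 1 library. The 4 libraries held 55640 barcodes. WT replicates 1 and 2 held 16055 and 13237 barcodes with 77370563 and 73051680 UMIs (unique molecular identifiers, each 1 counted transcript). KI replicates 1 and 2 held 12665 and 13683 barcodes with 73009975 and 80913580 UMIs. After filtering, 14921, 12319, 11915 and 12825 nuclei remained in the same order, with a median of 3873, 4491, 4609 and 4699 UMIs and of 1968, 2196, 2104 and 2202 genes per nucleus. The labels gave all libraries the same batch, so no comparison between batches was possible. The nuclear transcript Malat1 took 8.90% and 8.71% of the UMIs in the WT libraries and 13.7% and 12.2% in the KI libraries. Transcripts of the Y chromosome made up 268 to 335 CPM in each library and Xist at most 1.18 CPM, as in male tissue.

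The nuclei formed 31 clusters. Marker genes gave a name to 23 of these, which made up 15 cell classes, while 8 clusters with 15.6% of the nuclei stayed unnamed. Each class name stands for nuclei that resemble that cell type by its markers. Replicates of 1 genotype differed by more than sampling noise: over all nuclei, the chi-square statistic per degree of freedom across genes was 19.7 for the WT pair and 57.1 for the KI pair. The standard deviation across genes of the log2 difference between replicates was 0.26 for WT and 0.43 for KI.

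The mutated gene was examined first. Cyfip2 (ENSMUSG00000020340; chromosome 11, 46193850 to 46312859, minus strand, in GRCm38) had 182 and 180 CPM in the WT libraries and 173 and 171 CPM in the KI libraries. Its log2 fold change (KI over WT) over all nuclei was -0.03, with an adjusted p of 0.837 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No tested class showed a change of Cyfip2 past an adjusted p of 0.05. The counts per gene do not tell the alleles apart.

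Whether genotype went with cell composition was asked next. Astrocytes made up 4.31% ± 0.743 (SD, n = 2) of nuclei in WT and 2.02% ± 0.364 (SD, n = 2) in KI. In single libraries the share was 3.79% (exact 95% interval 3.49 to 4.11) and 4.84% (4.47 to 5.23) in WT, against 1.76% (1.53 to 2.02) and 2.28% (2.03 to 2.55) in KI, where intervals cover counting error only. The log2 ratio of the shares was -1.09 (SE 0.28). This difference did not pass correction over the 15 classes, with an adjusted p of 0.0898 by edgeR's quasi-likelihood test on numbers of nuclei. An exact two-sided permutation test gave 0.333, the smallest p that 2 against 2 libraries allow. The alternative that moved the test most, scaling factors computed over classes, gave an adjusted p of 0.333, and the others without a block gave 0.0724 to 0.202. With the replicate number as a block, which the labels do not support as a pairing, the difference passed at an adjusted p of 0.0280. DG granule neurons made up 27.7% ± 1.42 (SD, n = 2) in WT and 18.9% ± 2.38 (SD, n = 2) in KI, a log2 ratio of -0.55 with an adjusted p of 0.469 by the same edgeR test. In total, 0 classes passed an adjusted p of 0.05, and 1 had an unadjusted p below 0.05. Subicular or cortical excitatory neurons ranged from 2.31% in WT replicate 1 to 13.4% in KI replicate 2. Unnamed clusters held 12.9% and 12.2% of the WT nuclei and 13.7% and 23.8% of the KI nuclei, so that shares of named classes in KI replicate 2 were computed with fewer nuclei named.

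**Figure D1:**
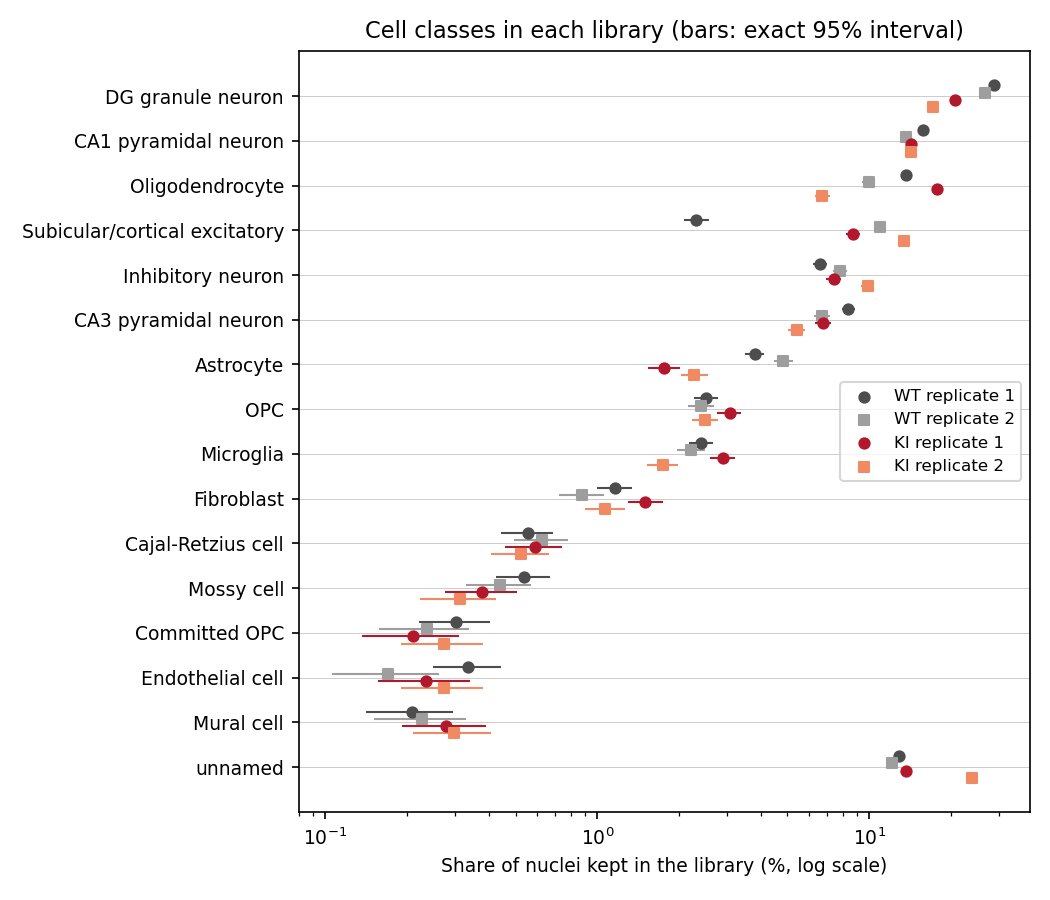
Share of nuclei in each cell class (percent of nuclei kept, log scale), 1 point per library with exact 95% intervals as bars. Both KI libraries lie below both WT libraries for astrocytes and for DG granule neurons, 2 differences that did not pass correction over classes.

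Subclusters were sought within CA1 pyramidal neurons, astrocytes, oligodendrocytes and microglia after leaving out genes that differed by genotype. Of 16 subclusters, 0 changed in share at an adjusted p below 0.05, and 5 had an unadjusted p below 0.05. The smallest adjusted p was 0.149 in edgeR's quasi-likelihood test. Leaving out those genes leans this test towards no difference, so it does not show that the makeup of the classes was the same. With all genes used, clusters within a class separated by genotype: 2 clusters of oligodendrocytes held 1980 and 1211 against 51 and 15 nuclei of the WT libraries and 34 and 76 against 2074 and 787 nuclei of the KI libraries. Genes that differ by genotype shape such clusters, so their sizes were not compared. At 2 times the resolution, 2 of 27 subclusters passed, both in CA1 pyramidal neurons. One held 23.5% of the class in WT and 9.33% in KI, and the other 5.17% in WT and 0.734% in KI.

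Gene expression was compared between genotypes on counts summed per library. Over all nuclei, 190 of 21707 genes passed an adjusted p of 0.05, 108 higher and 82 lower in KI. At an unadjusted p below 0.05 there were 5276 genes. The DESeq2 test moved this count most, to 1837 genes. Sums over all nuclei also move with the shares of cell classes, so these changes need not be changes of expression within a class. The largest increases among genes of at least 10 CPM were in 1700042O10Rik (log2 fold change 2.71), Itgad (2.34), Ddc (2.22), Gm6999 (2.03) and Pappa2 (1.94). The largest decreases were in Nr4a3 (-1.67), Cbfa2t3 (-1.64), Klf10 (-1.46), Prrt1 (-1.41) and Smo (-1.39). Standard errors of these 10 genes ran from 0.12 to 0.29, and each had an adjusted p of 0.0388 in edgeR's quasi-likelihood test. Nr4a3 fell from 29.9 ± 0.110 CPM (SD, n = 2) in WT to 9.08 ± 1.31 CPM (SD, n = 2) in KI.

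Within classes, the number of genes past the same threshold was 1605 in DG granule neurons (803 higher, 802 lower), 1241 in CA1 pyramidal neurons (773 higher, 468 lower), 364 in CA3 pyramidal neurons (238 higher, 126 lower) and 232 in inhibitory neurons (158 higher, 74 lower). Oligodendrocytes had 106 (82 higher, 24 lower), mossy cells 48 (34 higher, 14 lower), astrocytes 10 (7 higher, 3 lower), fibroblasts 5 (2 higher, 3 lower) and oligodendrocyte precursors (OPC) 1. No gene passed in microglia, subicular or cortical excitatory neurons, Cajal-Retzius cells, committed OPC, endothelial cells or mural cells, where 545, 1154, 207, 74, 198 and 88 genes had an unadjusted p below 0.05. These numbers do not rank the classes by effect, since the classes differed in nuclei and depth. The split into higher and lower depended on scaling: with library totals in place of TMM factors, DG granule neurons had 605 higher and 1197 lower genes, and the median log2 fold change of all tested genes moved to -0.14. The groups did not overlap for any gene that passed, which 2 against 2 libraries give by chance at a rate of 0.333.

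**Figure D2:**
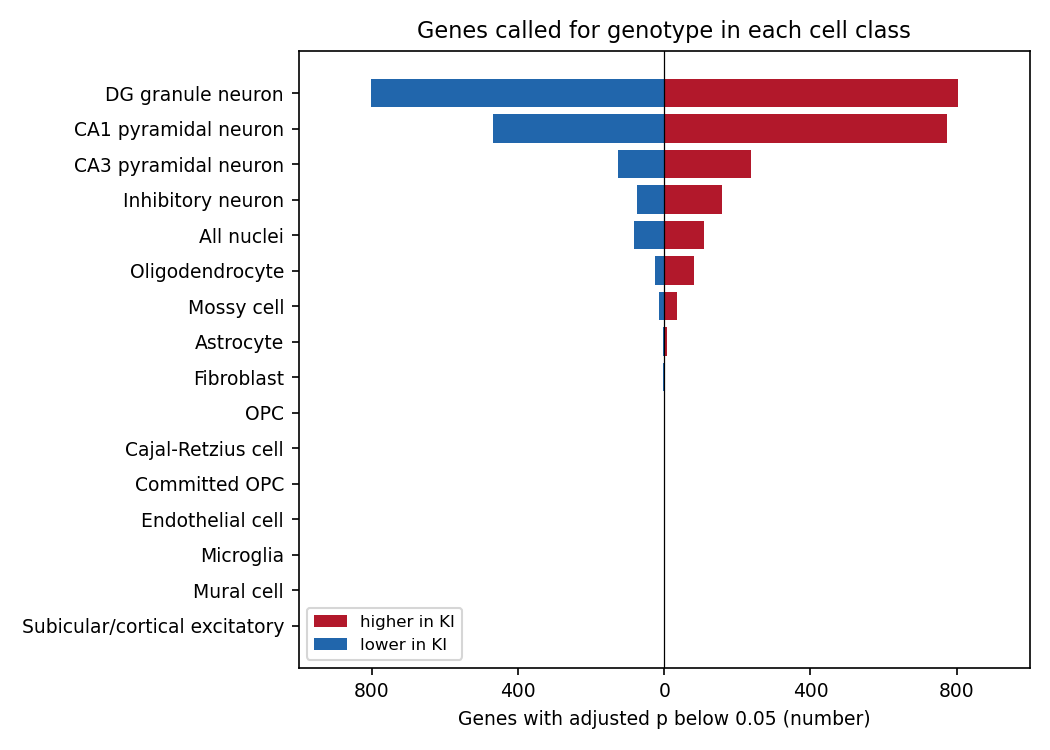
Number of genes with an adjusted p below 0.05 in each cell class, by direction in KI, from edgeR's quasi-likelihood test with TMM scaling. Bars run from 0 for classes with no such gene to 803 higher and 802 lower genes in DG granule neurons, a split that moved to 605 and 1197 when library totals were used.

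In DG granule neurons, the largest changes were those of Col6a1 (log2 fold change 4.79, SE 0.26, adjusted p 0.00117) and Gpnmb (4.20, SE 0.36), against Fgf10 (-3.28, SE 0.26) and Grik3 (-3.11, SE 0.13). Col6a1 rose from 1.13 and 1.98 CPM in WT to 41.2 and 36.3 CPM in KI, and Grik3 fell from 86.2 and 91.3 CPM to 8.59 and 10.2 CPM. Col6a1 and Gpnmb were also among the leading genes of a subcluster that held 79.6% of the DG granule neurons of KI replicate 1 and 3.26% of those of KI replicate 2; without KI replicate 1, their values were 4.57 and 3.70. In CA1 pyramidal neurons, Pappa2 (3.33, SE 0.20) and Gm16036 (3.29, SE 0.26) rose, while Plscr4 (-3.62, SE 0.19) and Pcsk1 (-2.94, SE 0.22) fell. In CA3 pyramidal neurons, Cthrc1 (3.74, SE 0.40) and Gm20713 (2.62, SE 0.20) rose, while Sgpp2 (-2.25, SE 0.31) and Ifi203 (-2.21, SE 0.23) fell. Without KI replicate 2, the value of Cthrc1 was 3.10. Inhibitory neurons had increases of Clec18a (2.56, SE 0.24) and Btk (2.52, SE 0.26) and decreases of Alkal2 (-2.08, SE 0.18) and Gm5820 (-1.51, SE 0.18). In mossy cells, which had 40 to 80 nuclei per library, Gm26917 (2.63, SE 0.55) and Zfp46 (2.38, SE 0.49) rose, and Chrm2 (-2.47, SE 0.53) and Gm15886 (-2.44, SE 0.54) fell. A single library decided the first of these: Gm26917 had 1543 CPM in KI replicate 1 but 168 CPM in KI replicate 2 and about the WT level of 149 and 151 CPM, and its value without KI replicate 1 was 0.27. Without KI replicate 1, Zfp46 was at 1.41 and Chrm2 at -1.58. Gm15886 was at -2.27 to -1.75 whichever library was left out, a smaller change than with all libraries. The other estimate used with a library left out can give this. With sums thinned to equal depth, the changes of all 4 mossy cell genes lost their adjusted p below 0.05.

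Among glia and other cells, astrocytes showed increases of 2310014F06Rik (log2 fold change 2.31, SE 0.30) and 6530403H02Rik (1.73, SE 0.21) and decreases of Fam163a (-2.45, SE 0.31) and Pde10a (-1.92, SE 0.24), each with an adjusted p of 0.0294 by edgeR's quasi-likelihood test. All 4 were past 0.05 neither without doublet removal nor with nuclei of at least 1000 genes. In oligodendrocytes, Gm38642 (3.75, SE 0.64) and Gm43091 (3.55, SE 0.31) rose, and Depdc7 (-2.03, SE 0.35) and Cryab (-1.91, SE 0.28) fell. Without KI replicate 1, these values were 2.06, 2.95, -1.26 and -1.51. The call of Gm38642 was lost under 2 alternatives and that of Depdc7 under 3, nuclei of at least 1000 genes among them for both. In OPC, the gene that passed was Hif3a (2.55, SE 0.23, adjusted p 0.0331), which rose from 20.6 and 25.5 CPM to 135 and 113 CPM and kept its call under every alternative tried. Fibroblasts had increases of Penk (5.49, SE 0.72) and Errfi1 (2.19, SE 0.33) and decreases of Hbb-bs (-3.43, SE 0.37) and Hba-a2 (-3.35, SE 0.48). The globin genes are uncertain, since at 2 times the resolution 359 of the 597 nuclei of this class fell in an unnamed cluster led by Ttr and globin genes; 236 stayed fibroblasts, and Hbb-bs and Hba-a2 did not pass in the fibroblast class named at that resolution. A few nuclei also held most of the WT counts: 5 nuclei had 211 of the 314 Hbb-bs UMIs of the class in WT replicate 1, and 2 had 107 of 185 in WT replicate 2. Without KI replicate 1, Penk was at 3.29 and Hba-a2 at -2.39. Penk was at 3.29 to 4.57 whichever library was left out, below its value with all libraries. The other estimate used with a library left out can give this, so the drop is not assigned to a library. Each of the 4 fibroblast genes lost its call under at least 2 alternatives.

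A list of 17 genes held Cyfip2 and genes that the study discussed from these libraries, so that tests over this list are no independent evidence. Over all genes tested, 14 class-by-gene results of the list passed an adjusted p of 0.05. In all nuclei, 0 of the 17 genes passed over all genes and 6 passed when adjusted over the list alone, with 8 at an unadjusted p below 0.05. Adjusted over the list alone, 7 genes passed in CA1 pyramidal neurons, 6 each in DG granule and inhibitory neurons, 5 in oligodendrocytes, 3 each in CA3 pyramidal neurons, mossy cells and fibroblasts, 2 each in Cajal-Retzius cells, microglia, OPC and subicular or cortical excitatory neurons, 1 each in astrocytes and endothelial cells, and 0 in committed OPC and mural cells, with 2 and 1 at an unadjusted p below 0.05.

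Apod (ENSMUSG00000022548; chromosome 16, 31296192 to 31314808, minus strand, in GRCm38) and Ptgds (ENSMUSG00000015090; chromosome 2, 25466709 to 25470046, minus strand) code for lipid carriers. In oligodendrocytes, Apod had 675 and 563 CPM in WT and 4897 and 1476 CPM in KI, a log2 fold change of 2.45 (SE 0.46) with an adjusted p of 0.0481 by edgeR's quasi-likelihood test. Without KI replicate 1 the change was 1.28, and over the alternatives the adjusted p ran from 1.14e-58 to 0.144, with DESeq2 the highest, and the call was lost under 5 of them. In inhibitory neurons, Apod changed by 2.35 (SE 0.48, adjusted p 0.0497), or by 1.25 without KI replicate 1, and this call was lost under 4 alternatives, with an adjusted p of up to 0.154. Over all nuclei its change was 2.45 with an adjusted p of 0.119, and it was 1.14 without KI replicate 1 and 3.18 without KI replicate 2. There it passed under 1 alternative, with an adjusted p of 0.00124. Ptgds rose in oligodendrocytes from 1197 and 1097 CPM to 3033 and 2612 CPM, a log2 fold change of 1.37 (SE 0.16) with an adjusted p of 0.00799, and its call held under every alternative. It also passed in CA1 pyramidal (1.32), CA3 pyramidal (1.47) and DG granule neurons (1.56), in inhibitory neurons and in mossy cells (1.57), in the last not under DESeq2, without doublet removal or at equal depth. Over all nuclei, Ptgds changed by 1.33 with an adjusted p of 0.0517, and it passed under 6 alternatives, with an adjusted p down to 3.30e-09. The change of Apod was tested for a difference between oligodendrocytes and each other class, as was that of Ptgds: 0 of 28 such terms passed an adjusted p of 0.05, 2 had an unadjusted p below 0.05, and the smallest adjusted p was 0.562 in edgeR's quasi-likelihood test. In neurons both genes lay far below their oligodendrocyte level, with Apod in DG granule neurons at 5.43% to 8.01% of it. Per nucleus, 5 neuron classes held nearly the same amount within a library: 1.42 to 1.68 UMIs of Apod in KI replicate 1, 0.345 to 0.432 in KI replicate 2, 0.212 to 0.246 in WT replicate 1 and 0.134 to 0.151 in WT replicate 2. The highest class held 1.25 times as much Apod as the lowest in KI at most and 1.33 times as much Ptgds, against a median of 2.42 times over 12858 genes, as free RNA that reaches all nuclei would give. The changes in neurons are therefore not evidence of expression there.

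**Figure D3:**
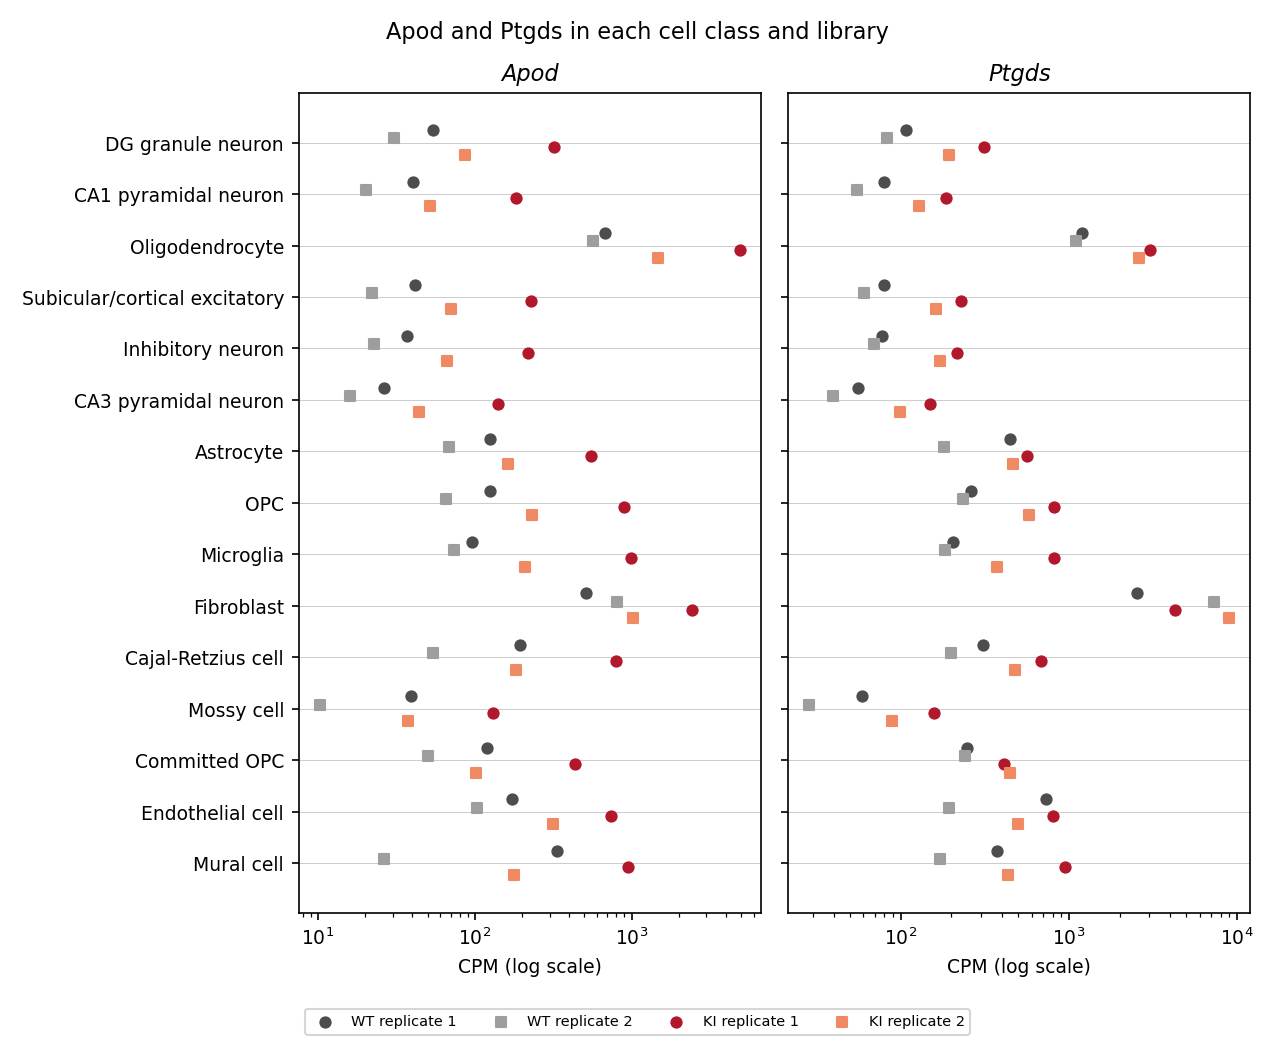
Apod and Ptgds (CPM, log scale) in each cell class, 1 point per library. Apod in KI replicate 1 reached 4897 CPM in oligodendrocytes against 1476 CPM in KI replicate 2, and Ptgds in oligodendrocytes was 3033 and 2612 CPM in KI against 1197 and 1097 CPM in WT.

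Apoe and Gfap, which mark lipid transport and reactive astrocytes, did not pass in astrocytes (log2 fold changes 0.42 and 0.61, adjusted p 0.392 and 0.488 in edgeR's quasi-likelihood test). With 1 library left out, the change of Gfap in astrocytes ran from 0.20 to 1.02. Apoe passed in no class. Gfap passed in DG granule neurons (1.24, SE 0.27, adjusted p 0.0379), at 3.27 and 2.57 CPM in WT and 7.07 and 5.51 CPM in KI. Prnp fell in CA1 pyramidal neurons (-0.43, SE 0.10, adjusted p 0.0492), a change no longer past 0.05 under 6 alternatives with an adjusted p of up to 0.114.

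Bdnf (ENSMUSG00000048482; chromosome 2, 109674700 to 109727007, plus strand, in GRCm38), a gene induced by neuronal activity, rose in DG granule neurons from 60.1 and 56.6 CPM to 153 and 171 CPM, a log2 fold change of 1.60 (SE 0.10) with an adjusted p of 0.00179 by edgeR's quasi-likelihood test. It fell in CA3 pyramidal neurons (-0.75, SE 0.13, adjusted p 0.0339) and in mossy cells (-1.38, SE 0.27, adjusted p 0.0203), the latter not under DESeq2 or at equal depth. Pcdh7 (ENSMUSG00000029108; chromosome 5, 57717967 to 58133230, plus strand), a cell adhesion gene, rose in DG granule neurons from 115 and 124 CPM to 441 and 387 CPM, a log2 fold change of 1.93 (SE 0.12, adjusted p 0.00179).

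**Figure D4:**
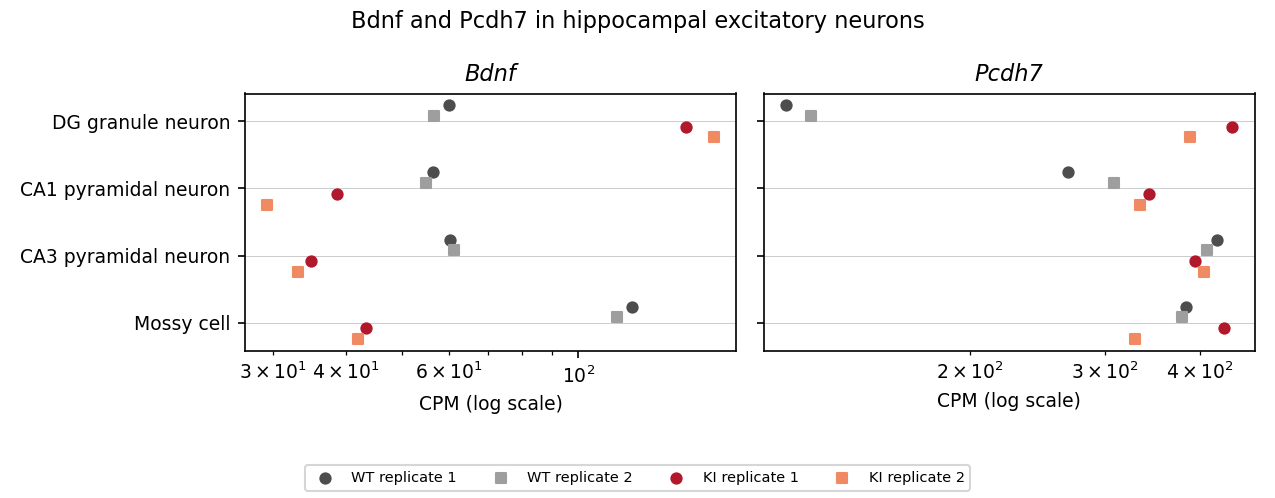
Bdnf and Pcdh7 (CPM, log scale) in 4 classes of excitatory neurons, 1 point per library. In DG granule neurons Bdnf was 153 and 171 CPM in KI against 60.1 and 56.6 CPM in WT, while in mossy cells it was 43.4 and 42.0 CPM in KI against 124 and 117 CPM in WT.

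Whether an effect differed between a pair of classes was tested directly for all genes. The difference between astrocytes and oligodendrocytes passed an adjusted p of 0.05 for 102 of 12644 genes, of which 39 were higher and 63 lower in astrocytes relative to oligodendrocytes. The difference between CA1 pyramidal and DG granule neurons passed for 2373 of 17239 genes, 1242 higher and 1131 lower in CA1 pyramidal neurons relative to DG granule neurons. With library totals in place of TMM factors, that split was 1530 and 880.

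Finally, 10 gene lists were tested in each class against the other genes of that class. Of 129 tests, 27 passed an adjusted p of 0.05 with camera at its preset correlation between genes, 5 higher and 22 lower in KI. None of the 27 held under fry or with a correlation estimated from the data, where 12 and 4 tests had an unadjusted p below 0.05. Immediate early genes were lower in 6 of 12 classes, with median log2 fold changes of -1.07 in CA1 pyramidal, -0.73 in CA3 pyramidal and -0.34 in inhibitory neurons, -0.68 in mossy cells, -0.55 in subicular or cortical neurons and -0.39 in oligodendrocytes. Genes of cholesterol synthesis were lower in 4 of 10 classes, with medians of -0.78 in astrocytes, -0.50 in CA3 pyramidal neurons, -0.50 in subicular or cortical neurons and -0.42 in inhibitory neurons. Oxidative phosphorylation was lower in 6 of 15 classes (medians -0.27 to -0.14) and cytosolic ribosomal proteins in 5 of 15 (medians -0.49 to -0.12). Homeostatic microglia genes were lower in microglia (median -0.54). The reactive astrocyte list was higher in astrocytes (0.61) and oligodendrocytes (0.50), the list of disease-associated microglia in oligodendrocytes (0.32), that of lipid transport and storage in DG granule neurons (0.30) and that of myelin in OPC (0.30). Free RNA was not tested for the lists, so genes of another cell type may be counted in these classes. The list of lipid transport holds Apod and Ptgds, whose changes in neurons are not evidence of expression there. Splicing factors passed in 0 of 15 classes, with 0 at an unadjusted p below 0.05.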

Values the study reported

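The study reported 54,998 nuclei kept after quality control and removal of doublets. It described 12 populations of hippocampal cells among them.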

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

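Among the tests given here, those of free RNA, of depth and of abundant noncoding transcripts as explanations, and of a change of the same size in all classes were chosen only after the result was seen.

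The effect of genotype differed between CA1 pyramidal and DG granule neurons for 2373 genes and between astrocytes and oligodendrocytes for 102 genes, by the class-by-genotype term of edgeR's quasi-likelihood test. Both counts met the criterion of a tested difference between groups. Library totals gave 2410 and 105 genes, and no low-count filter gave 2715 and 169. A difference in depth of the sums is argued against for the part that comes from DG granule neurons, where 1408 genes passed after thinning to equal depth against 1605 before. A few abundant noncoding transcripts that take more of the KI counts are argued against there too as the whole cause. With Malat1, Gm26917, Gm42418, mitochondrial, Xist and Y-linked genes left out, 1615 genes passed, 1597 of them among the 1605. With library totals, 1407 of the 1605 genes passed in the same direction, and the median log2 fold change moved to -0.14. That scaling lets such transcripts act on all other genes, so it does not test them as a cause. Neither thinning nor leaving out those transcripts was run on the class-by-genotype term itself, though library totals were. Free RNA that changes with genotype was tested for single genes only, and stays open for these genes as a set. A difference between cell types in their response to the allele, or to the seizures of the KI mice, stays open as well, as a hypothesis found on the same 4 libraries. The subcluster that held most DG granule neurons of KI replicate 1, given among the other observations, stays open as a source of part of the difference. So does the extent of the CA1 pyramidal class. At 2 times the resolution, 1337 of its nuclei, 759 and 554 from the KI libraries and 10 and 14 from the WT libraries, fell in an unnamed cluster. The class-by-genotype term was not run at that resolution.

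Bdnf met the same criterion, with a difference of -2.24 on the log2 scale between CA1 pyramidal and DG granule neurons (SE 0.15, adjusted p 1.18e-06, edgeR quasi-likelihood). It rose in DG granule neurons in both KI libraries and was lower in both KI libraries in CA1 pyramidal neurons, where its own change of -0.62 had an adjusted p of 0.0695. The difference stayed at -2.17 with library totals and -2.19 without the filter. Free RNA that reaches all nuclei is argued against as the whole source of the rise in DG granule neurons: they went from 0.249 and 0.261 UMIs per nucleus in WT to 0.739 and 0.743 in KI, while inhibitory neurons, the lowest of 5 neuron classes, held 0.107 and 0.115 in KI, at most 23.8% of that rise. The lower level in CA1 pyramidal neurons did not pass, and its source was not tested. A response specific to the cell type remains as a hypothesis.

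Pcdh7 differed by -1.63 between these classes (SE 0.09, adjusted p 4.19e-07), with values of -1.56 and -1.58 under the alternatives. Its change was 1.93 in DG granule neurons and 0.31 in CA1 pyramidal neurons, higher in KI in all libraries of both classes. Prnp differed by -0.39 (adjusted p 0.0148), with an adjusted p of 0.0391 under library totals and 0.0273 without the filter. No technical explanation of either was tested beyond these alternatives.

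Psap differed by -0.36 (adjusted p 0.0215), but with library totals its adjusted p was 0.0546, so the call depended on scaling. Apod differed by -0.34 between CA1 pyramidal and DG granule neurons (adjusted p 0.0465). The adjusted p was 0.104 with library totals and 0.109 without the filter, so that this call was not stable. Apod per nucleus was nearly the same in 5 neuron classes of a library, as free RNA would give, which weighs less in a class of greater depth. Whether Apod changed by the same amount in all classes cannot be told apart from small differences: against oligodendrocytes, the smallest adjusted p over classes was 0.562, while the term between the neuron classes sat near the threshold.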

How the results depend on the processing

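Among the tests given here, those of the subclusters of DG granule neurons were chosen only after the clusters were seen; the other alternatives were listed before the data were examined, but the subcluster resolution that 1 of them multiplies by 2 was set afterwards.

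Of 1455 comparisons of single tests with their alternatives, 1333 kept their direction and their side of the threshold, 58 kept the direction and lost the threshold, 33 kept it and passed, and 31 took the opposite sign. They cover named genes and the shares of classes other than astrocytes, and not each gene that passed. Tests far from the threshold, such as those of Cyfip2 and Apoe, are among them and keep their side easily. At 2 times the resolution, 9 of the 1147 genes that passed in CA1 pyramidal neurons and were tested there had the opposite sign. Of the 896 genes then past the threshold, 673 were shared with the 1241 before. There, 1337 of the 7561 nuclei of this class, 759 and 554 of them from the KI libraries and 10 and 14 from the WT libraries, fell in an unnamed cluster, so the genes of this class depend on where it ends. Of 536 values with a library left out, 428 moved by less than the spread between replicates and 108 by more, the share of astrocytes not counted. For genes, part of a move can come from the other estimate used with a library left out. The difference in the share of astrocytes ran from -2.82 to -1.77 percentage points across the 4 fits that each left out a library. The cause of each change below was not tested unless stated.

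The log2 values that took the opposite sign, none past an adjusted p of 0.05 before or after, were these: with library totals, Cyfip2 in CA3 pyramidal neurons (-0.0222), Apoe in Cajal-Retzius cells (-0.0148), Apoe in committed OPC (-0.13), Cyfip2 in DG granule neurons (-0.11), Apoe in DG granule neurons (-0.0534), Cyfip2 in OPC (-0.0210) and Cyfip2 in subicular or cortical neurons (-0.00567); with no low-count filter, Apoe in committed OPC (-0.0581) and Cyfip2 in DG granule neurons (-0.00103); with the replicate block, Apoe in committed OPC (-0.0216), the share of endothelial cells (0.0430), the share of microglia (-0.0355) and the share of oligodendrocytes (-0.0903); with no doublet removal, the share of CA1 pyramidal neurons (0.00724) and the share of microglia (-0.00267); with at least 1000 genes, Apoe in Cajal-Retzius cells (-0.0130), Cyfip2 in fibroblasts (-0.19), the share of Cajal-Retzius cells (0.21), the share of endothelial cells (0.0913), the share of fibroblasts (-0.0435), the share of microglia (-0.0841) and the share of oligodendrocytes (-0.11); with under 1% mitochondrial UMIs, Cyfip2 in fibroblasts (-0.0193) and Apoe in fibroblasts (0.44); with 2 times the resolution, Cyfip2 in astrocytes (0.000449), Apoe in CA1 pyramidal neurons (0.0765), Cyfip2 in fibroblasts (-0.63), Apoe in fibroblasts (0.17) and Gfap in fibroblasts (0.17); with TMM factors over classes, the share of CA1 pyramidal neurons (0.0475) and the share of endothelial cells (0.12).

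DESeq2 called 1837 genes over all nuclei, 42 in astrocytes, 20 in mossy cells, 18 in OPC and 15 in subicular or cortical neurons, against 190, 10, 48, 1 and 0 by edgeR (1154 at an unadjusted p below 0.05 in the last). Without a low-count filter, edgeR called 707 genes over all nuclei, 308 in astrocytes, 2013 in CA1 pyramidal, 1841 in CA3 pyramidal, 3371 in DG granule, 140 in inhibitory and 322 in subicular or cortical neurons, 109 in mossy cells, 779 in oligodendrocytes, 223 in OPC, 41 in fibroblasts, 22 in mural cells, 14 in endothelial cells, 3 in Cajal-Retzius cells and 1 in committed OPC. It also gave 31 results of the study's genes against 14, and 169 genes that differed between astrocytes and oligodendrocytes against 102. Genes with at least 10 UMIs in every library, a smaller set, gave 31 genes in astrocytes and 1 in fibroblasts. Size factors of DESeq2 in edgeR gave 3 genes in OPC.

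Library totals as the scaling called 6 genes in astrocytes and 384 in inhibitory neurons. They moved the median log2 fold change of tested genes by more than 0.1 in DG granule neurons (-0.14), mossy cells (-0.12), inhibitory neurons (-0.11), OPC (-0.11), committed OPC (-0.12), Cajal-Retzius cells (-0.11) and mural cells (-0.15). Changes in these classes are therefore relative to that shift. Higher and lower genes were then 605 and 1197 in DG granule neurons against 803 and 802, 613 and 593 in CA1 pyramidal neurons against 773 and 468, 137 and 132 in CA3 pyramidal neurons against 238 and 126, 162 and 222 in inhibitory neurons against 158 and 74, 26 and 24 in mossy cells against 34 and 14, 2 and 4 in astrocytes against 7 and 3, and 1 and 3 in fibroblasts against 2 and 3. Between CA1 pyramidal and DG granule neurons, the term had 1530 higher and 880 lower genes against 1242 and 1131. No gene that passed with TMM factors had the opposite sign with library totals.

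Without doublet removal there were 0 genes in astrocytes (1387 at an unadjusted p below 0.05), 1 in fibroblasts, 126 in inhibitory neurons and 8 in OPC. Nuclei with at least 1000 genes gave 0 in astrocytes (1167 unadjusted), 1 in fibroblasts, 50 in oligodendrocytes and 3 in OPC. Nuclei under 1% mitochondrial UMIs gave 17 in astrocytes and 0 in fibroblasts (258 unadjusted). Leaving out the abundant nuclear, mitochondrial and sex-linked genes gave 4 in astrocytes. Thinning to equal depth gave 56 in astrocytes, 1 in fibroblasts, 381 in inhibitory neurons and 7 in mossy cells. With 2 times the resolution there were 0 in fibroblasts (419 unadjusted). The counts in astrocytes and fibroblasts changed under most alternatives, and the 10 and 5 genes past the threshold there rest on the settings used. In microglia, no alternative called a gene, with 156 to 849 at an unadjusted p below 0.05. At that depth, 53.3% of changed genes were recovered in simulated data, 90% of 4-fold changes but 18.1% of 2-fold changes.

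The replicate number was also fitted as a block. The labels do not say that a number marks a litter or a day, and with 2 pairs the numbers could not be shown to pair the libraries. The correlation of the deviations of same-numbered libraries was 0.05 over all nuclei, -0.06 in DG granule neurons and -0.17 in astrocytes. Over the classes it ran from -0.42 in microglia to 0.35 in subicular or cortical excitatory neurons. With the replicate block, 1582 genes passed over all nuclei, 84 in astrocytes, 2658 in CA1 pyramidal, 729 in CA3 pyramidal, 2952 in DG granule and 1428 in inhibitory neurons, 110 in mossy cells, 182 in oligodendrocytes, 8 in fibroblasts, 3 in OPC and 1 in Cajal-Retzius cells. Of the study's genes, 26 results passed, as did 1 class share, that of astrocytes (log2 ratio -1.09, adjusted p 0.0280), and 33 list tests.

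At 2 times the resolution 2 subclusters passed against 0 of 16 (5 at an unadjusted p below 0.05), and with genes of p below 0.2 left out 0 of 15 did (0 unadjusted). The subclusters of DG granule neurons, adjusted on their own, gave 1 of 5, then 0 of 8 at 2 times the resolution (1 unadjusted) and 0 of 3 with the wider set of genes left out (1 unadjusted). Of 27 list tests past the threshold, 0 remained with fry and 0 with the estimated correlation (12 and 4 unadjusted). Nuclei with at least 1000 genes in endothelial and mural cells, and under 1% mitochondrial UMIs in endothelial cells, were not run, since a library then had fewer than 20 nuclei.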

Other observations

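Among the tests given here, those of free RNA, of a dilution of astrocytes and of DG granule subclusters were chosen only after the result was seen.

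Apod and Ptgds were higher in KI in most classes, neurons included. Free RNA as the source of the counts in neurons goes with the levels per nucleus, since it gives each nucleus of a library about the same amount whatever its depth. Over 5 neuron classes of a KI library, which differed by up to 2.08 times in mean UMIs per nucleus, the highest class held 1.25 times as much Apod as the lowest at most, and 1.33 times as much Ptgds. Of 12858 genes, 0.319% and 0.910% were as even. Whether this RNA came from oligodendrocytes, from fibroblasts, which held more Ptgds per nucleus, or from cells lost in preparation was not tested. Free RNA as the source of the rise in oligodendrocytes is argued against: less the median of the neuron classes, they held 0.830 and 0.772 UMIs of Apod per nucleus in WT and 6.42 and 2.07 in KI, and 1.42 and 1.40 of Ptgds in WT against 3.41 and 3.47 in KI, at least 2.40 times as much in each KI library as in each WT library for both genes. More free RNA of every kind in the KI libraries is argued against as the whole cause, since the median log2 fold change of the 10 oligodendrocyte markers in DG granule neurons was 0.48, against 2.42 for Apod there. RNA from outside the nucleus that clings to oligodendrocyte nuclei stays open and was not tested, as does a change of expression in these cells. The size of the rise also differed between the KI libraries, with 4897 and 1476 CPM of Apod in oligodendrocytes.

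The lower share of astrocytes in KI did not pass correction over classes, except with the replicate number as a block (adjusted p 0.0280). KI astrocytes lying in unnamed clusters is argued against, since nuclei called astrocytes by the 11 markers alone made up 3.82% and 4.86% in WT and 1.96% and 2.55% in KI, a ratio of 0.519. Dilution by subicular or cortical neurons is argued against, since there were 1.51 and 2.01 astrocytes per OPC in WT and 0.575 and 0.915 in KI, a ratio of 0.424. A lower yield of astrocyte nuclei from KI tissue stays open and was not tested, as does a lower number of astrocytes in the tissue. The paper reported higher GFAP staining in the hippocampus of adult KI mice, and astrocyte gene sets enriched in its bulk RNA. Neither measure counts cells.

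Gfap passed in DG granule neurons at levels of 2.57 to 7.07 CPM. Free RNA from astrocytes cannot be told apart from expression in these neurons. Over 5 neuron classes of a KI library, the highest held 1.58 times as many Gfap UMIs per nucleus as the lowest at most, and 6.38% of 12858 genes were as even, with only 16 to 84 UMIs per class in KI. Gfap was also higher in both KI libraries than in both WT libraries in CA1 pyramidal, CA3 pyramidal, inhibitory and subicular or cortical neurons and in oligodendrocytes, where it did not pass, so the rise was not one of DG granule neurons alone.

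Haemoglobin transcripts were lower in the KI nuclei of the fibroblast class. Most of these nuclei, 359 of 597, fell at 2 times the resolution in an unnamed cluster led by Ttr and globin genes, with a median of 988 UMIs, so the change cannot be assigned to fibroblasts. A few of them decided the WT level: 5 nuclei had 211 of 314 Hbb-bs UMIs in WT replicate 1 and 2 had 107 of 185 in WT replicate 2, while no KI nucleus of the class had 20 or more. Less free blood RNA in the KI suspensions goes with other classes. Hbb-bs was lower in both KI than in both WT libraries in 5 neuron classes, oligodendrocytes and astrocytes. DG granule neurons held 0.0827 and 0.0478 UMIs per nucleus in WT and 0.0114 and 0.0362 in KI. Such RNA is argued against as the whole cause of the drop in the fibroblast class. The neurons of the WT libraries held at most 0.119 Hbb-bs UMIs per nucleus, and astrocytes of WT replicate 1 held 0.365. The level in neurons is 7.84% of the smallest drop in the fibroblast class between a WT and a KI library. Red blood cells caught with single nuclei, by chance more often in WT, stay open and were not tested, and no biological explanation was tested.

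DG granule neurons of KI replicate 1 stood apart. One subcluster, led by Wnt1, Gm26917, Fbln2 and Apod and found without the genes that differed by genotype, held 79.6% of them (exact 95% interval 78.0 to 81.2), against 3.26% in KI replicate 2 and 2.69% and 3.56% in the WT replicates. With a wider set of genes left out, no such subcluster appeared. Leading genes were ranked over all genes, those left out included, and the level of Apod in neurons goes with free RNA. The subcluster does not by itself show a separate state of these neurons. Another subcluster, whose leading genes included the activity-induced Arc, Nr4a3 and Npas4, held 28 of 4278 and 21 of 3285 nuclei in WT. It held 0 of 2455 nuclei in KI replicate 1, which allows a share of up to 0.122%, and 0 of 2211 in KI replicate 2, which allows up to 0.136%. Its adjusted p was 0.0204 over the 5 subclusters of this class in edgeR's quasi-likelihood test, but 0.0855 over these and the subclusters of the other 4 classes, 21 in all, with an exact permutation p of 0.333, and 0.0880 at 2 times the resolution. With genes of p below 0.2 left out, a subcluster with Arc and others of the same leading genes held 49 and 39 nuclei in WT and 2 and 12 nuclei (0.0815% and 0.543%) in KI, with an adjusted p of 0.140, so that the absence from KI depends on the setting. The replicates also lay further apart in KI than in WT in this class, with a standard deviation of the log2 difference of 0.43 against 0.17. These are values of single libraries, for which no explanation was tested.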
